A study of Mus musculus with 12 samples.

How the data were processed

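The study measured messenger RNA in endothelial cells, the cells that line blood and lymph vessels, by bulk RNA-seq. Per the labels, the cells came from male mice whose endothelial cells carry a yellow fluorescent protein, because a tamoxifen-inducible Cre recombinase under the control of Cdh5 switched on a reporter gene. Tamoxifen was given in the food from 6 weeks of age for 2 weeks. From 8 weeks of age the mice received normal chow with 5.8% fat or a high fat diet with 60% fat for 12 to 13 weeks. Mesentery, the membrane that carries the vessels of the gut, and epididymal fat pads were digested in the presence of actinomycin D, which blocks transcription, and red blood cells were lysed. Tissue of 6 mice was combined in each sample and fluorescent cells were sorted. The 12 libraries fall into 4 groups of 3: mesentery and epididymal fat, each on either diet. Groups were taken from the sample titles, which also give a letter A, B or C. The protocol text speaks of 2 independent replicates, whereas the titles give 3 letters and the descriptions 2 ranges of numbers (50 to 53, and 87 and 88). How these relate is not stated. All tests and SDs treat the 3 libraries of a group as independent, and if the libraries numbered 50 to 53 come from the same experiment they may understate the error.

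The deposited file holds, per its name and per the file headers, normalized counts per gene, a signal that is never negative, made by the authors from coordinate-sorted alignments of paired-end reads. The column names have the form that the STAR aligner writes by default. The aligner version, the counting program, the genome build, the annotation and the use of strand are not stated, so no coordinates are given here. The file has 27825 genes with Ensembl identifiers, of which 20418 carry a symbol and 3525 more a name in another column. Every value came out as a whole number of reads times a step shared by all genes of its library: 100% of the values were whole reads. The reciprocals of the 12 steps equalled the median-of-ratios size factors computed from the recovered reads, with a largest difference of 1.1e-15. The lowest total over all libraries for a gene was 51 reads, so genes with fewer reads had been left out before deposit. Library totals of recovered reads ranged from 8348897 to 25397963. They are reads assigned to the listed genes, not all reads sequenced. A floor of 3 reads corresponds to between 2.12 and 4.22 normalized counts, depending on the library. Intervals and floors of this kind cover counting error only, because the reads carry no molecular identifiers.

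Because the values are normalized, the main test was limma 3.58.1 (R 4.3.3) on log2(normalized count + 1), with lmFit and eBayes with a mean-variance trend, as fixed before the data were examined. Genes with a mean of at least 10 over the 12 libraries entered, which left 22238 genes. A fit with a mean for each of the 4 groups gave 5 contrasts: diet in mesentery, diet in epididymal fat, tissue on normal chow, tissue on the high fat diet, and the difference of the diet effects between tissues. P-values were adjusted by the Benjamini-Hochberg method within a contrast and the threshold was an adjusted p under 0.05. All fold changes are on the log2(normalized count + 1) scale, which understates the change of low genes. Marker panels were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the panels of a contrast. The 20 panels were written before the data were examined; 19 were tested and the remaining panel, of sex-linked genes, served as a check of the labels. Another 5 panels were written after the data were seen and are named as such. A panel score is the mean log2 value of its tested genes in a library.

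The genes named in the text were chosen by a rule fixed before the data were examined. For each diet contrast and for the tissue contrast on normal chow, the rule takes up to 4 genes higher and 4 lower with the largest log2 change. Eligible genes had an adjusted p under 0.05, a mean of at least 100 in the higher group and no overlap between the 3 libraries of each group. For the interaction up to 3 genes each way were taken, with no overlap of the within-pool tissue differences. Predicted genes, clone names and pseudogenes were skipped; genes with no symbol or with several names were also skipped, which was added to the rule later. Cdh5, Pecam1, sex-linked genes and members of panels under discussion were also allowed. Other genes are named as chosen after their values were seen.

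The pairing rests on the labels: the description of each sample gives a number, and the mesentery and epididymal library of the same title letter and diet share it. The labels do not say that the number stands for a pool of mice, so the pairing is an assumption. Same-numbered libraries are called a pool here for short. On normal chow the letters A, B and C carry the numbers 50, 51 and 87, and on the high fat diet 88, 52 and 53. Across diets only the letter is shared. Fits with a block for the letter (diet contrasts) or for the pool number (tissue contrasts and interaction) were run beside the main fit. The distance between tissues was the root mean square log2 difference between the libraries of the same number, compared between diets by a two-sided exact permutation test of 3 pools against 3, whose smallest possible p is 0.1.

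The scripts were tested on simulated counts drawn from the means, dispersions and size factors of the 22238 genes, with 200 genes of mean 50 or more changed by 4-fold. limma recovered 65.5% of the changed genes in each diet contrast, and 5.07% and 3.68% of its calls were false. edgeR 4.0.16 recovered 64% and 67%, with false shares of 2.29% and 2.19%. DESeq2 1.42.0 recovered 81% and 79.5%, with false shares of 34.1% and 35.9%, so its call counts ran high in the simulation. Genes were drawn independently of each other and without differences between the number ranges. The false shares of all these tools may therefore differ in the real libraries. edgeR's quasi-likelihood test and DESeq2 were run on the recovered reads as alternatives only.

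Other alternatives changed the pseudocount, the filter, the scaling of the columns, the variance model, the libraries in the fit, and the covariates, and left out each library in turn. Fits with a panel score as a covariate are reported apart and are not counted among the alternatives or in their ranges. Several were chosen after the data were seen. They include only the libraries numbered 50 to 53, and the share of reads on olfactory and vomeronasal receptor genes as a covariate. Removal of trends against GC content and exonic length, with and without the replicate block, was also chosen then. So were a distance on higher-valued genes outside the panels for other cell types, and array weights estimated gene by gene. The last was an inter-gene correlation estimated for each panel. Gene length and GC content were taken from the GENCODE mouse annotation given for this work, in which 26787 of the 27825 genes (96.3%) had a transcript; it was used for these properties only. GC and length trends were lowess curves with a span of 0.3. Where a gene list was set against chance, 10000 random lists of the same size matched on mean value were drawn.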

Results

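Bulk RNA-seq was carried out on sorted endothelial cells of mesentery and epididymal fat from mice on normal chow or a high fat diet, with 3 libraries in each of 4 groups. The labels also speak of 2 independent replicates, so the 3 libraries of a group may not be fully independent; n = 3 below counts libraries. The series title names a loss of differences among endothelial cells after an obesogenic diet as its subject. The comparisons therefore asked what the diet changed in each tissue, how the tissues differed on each diet, and whether the diet changed that difference. Library totals were lowest in mesentery replicate C on normal chow, with 8348897 reads, and highest in epididymal replicate C on the high fat diet, with 25397963 reads. Totals in mesentery were 16590159 and 18787039 reads for chow replicates A and B, and 14397019, 10566020 and 14446405 reads for high fat replicates A, B and C. In epididymal fat they were 19318331, 18411287 and 12523942 reads for chow replicates A, B and C, and 12424431 and 20020841 reads for high fat replicates A and B.

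The sort rests on Cdh5, so endothelial transcripts were examined first. Cdh5 averaged 3842 ± 1097 normalized counts in mesentery on chow (SD, n = 3), 2835 ± 138 in mesentery on the high fat diet, 3804 ± 640 in epididymal fat on chow and 3120 ± 1320 in epididymal fat on the high fat diet. None of the 4 pairwise group contrasts passed the threshold for Cdh5. Pecam1 was lower in epididymal fat than in mesentery on chow (log2 change -0.90, SE 0.21, adjusted p 0.0133). It averaged 12329 ± 812 normalized counts in mesentery and 6619 ± 739 in epididymal fat (SD, n = 3). The Y-linked gene Ddx3y lay between 653 and 1167 normalized counts in all 12 libraries, and the labels state male animals.

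Libraries differed in ways that the groups do not explain. The first principal component carried 38.2% of the variance and the next 22.7%. Correlations of log2 values between replicates of a group ranged from 0.743 to 0.966, and no pair of libraries was a duplicate. Epididymal libraries numbered 87 and 88 lay on the opposite side of the first component from those numbered 50 to 53, on both diets. Genes with at least 1 read numbered 27558 and 27691 in these libraries, against 23264 to 26779 in the other epididymal libraries. A coefficient for the number range, added to the 4 group means, passed the threshold for 1022 genes, of which 862 were higher and 160 lower in libraries numbered 87 and 88. It is shared by both tissues. Deviations from the group means followed the range in epididymal fat (correlation 0.576 within a range) but not in mesentery (0.0092). The count, and the fits below with the number range as a covariate, do not allow for this. The mean value of the higher genes had a median of 29.6 normalized counts, and that of the lower genes 543. Both number ranges occur on both diets and in both tissues, with 1 library numbered 87 or 88 in each group, so the range and the groups are not confounded.

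**Figure D1:**
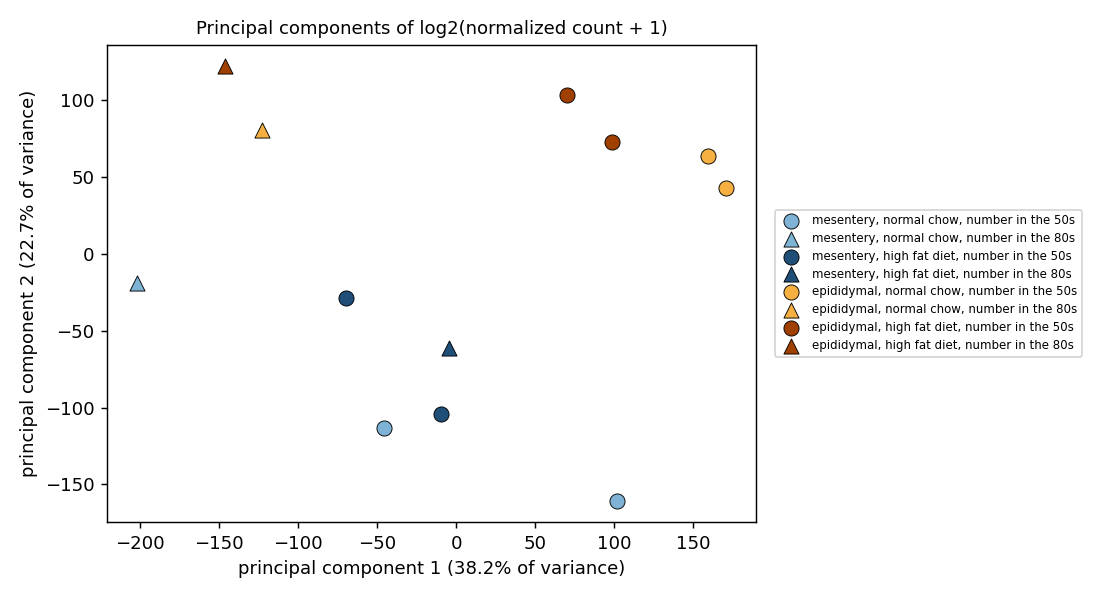
Principal components 1 (38.2% of variance) and 2 (22.7%) of log2(normalized count + 1) over 22238 genes; each point is a library, coloured by tissue and diet, with circles for label numbers 50 to 53 and triangles for 87 and 88. The epididymal libraries numbered 87 and 88 sit at -123 and -146 on component 1, whereas the other epididymal libraries sit between 69.8 and 171.

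Reads on 694 olfactory and vomeronasal receptor genes were counted as a measure of background. Their share was 2014 and 2158 cpm (reads scaled by the library total) in epididymal libraries numbered 87 and 88, and between 105 and 193 in the other epididymal libraries. In mesentery it ranged from 261 to 3178 cpm. The share of mitochondrial reads was 20.6% in mesentery replicate A on chow and between 2.50% and 11.5% elsewhere. Transcripts of other tissues were also present. Haemoglobin genes took 1773 to 2747 cpm in epididymal libraries and 11.9 to 33.7 in mesentery libraries. Summed over the gene copies, amylase 2 genes took 7347 to 29292 cpm in mesentery libraries and at most 7.03 in epididymal libraries. In mesentery replicate A on chow, Amy2a5, Amy2a4 and Amy2a3 had nearly equal values of 130660, 130668 and 130655 normalized counts. The same reads may have been counted for each copy, so the sums may be too high.

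**Figure D2:**
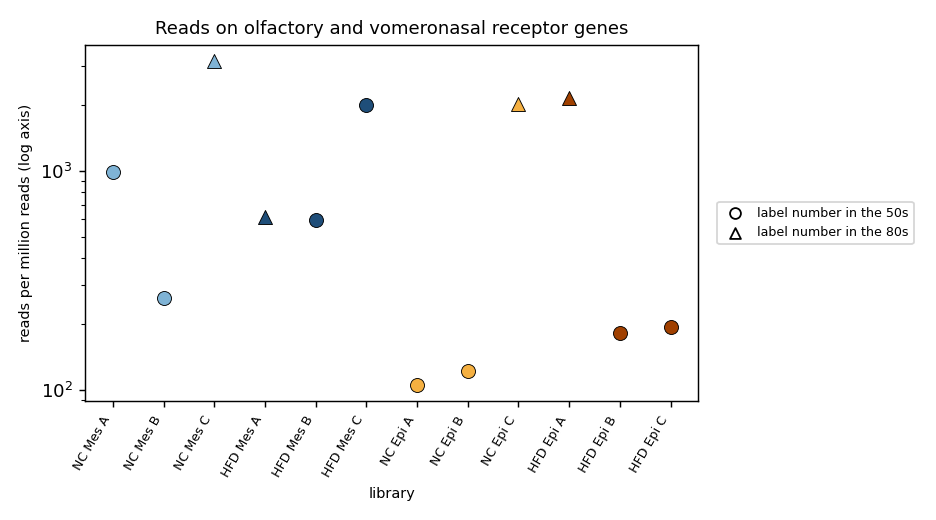
Reads on 694 olfactory and vomeronasal receptor genes in cpm (log axis) in each library, coloured by group, with circles for label numbers 50 to 53 and triangles for 87 and 88. The epididymal libraries numbered 87 and 88 reach 2014 and 2158 cpm, and the other epididymal libraries stay between 105 and 193.

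The effect of the diet in mesentery was tested next. Of 22238 genes, 3 passed the threshold, 2 higher and 1 lower on the high fat diet, and 1367 had an unadjusted p under 0.05. Cyp1a1 (ENSMUSG00000032315), a xenobiotic-metabolising enzyme, fell by 8.11 on the log2 scale (SE 0.805, adjusted p 0.00327). It averaged 2506 ± 1280 normalized counts on chow and 8.60 ± 5.09 on the high fat diet (SD, n = 3). Lep (ENSMUSG00000059201) rose by 3.71 (SE 0.478, adjusted p 0.0210), from 37.7 ± 13.1 to 562 ± 370 normalized counts. Angptl4 (ENSMUSG00000002289) rose by 3.07 (SE 0.355, adjusted p 0.00931), from 187 ± 55.7 to 1698 ± 903 normalized counts. The alternative that moved the count most was limma with array quality weights, with 1489 genes; its estimation did not converge and gave mesentery replicate A on chow a weight of 38.0. edgeR on the recovered reads called 1 gene, and DESeq2 called 150. With the number range as a covariate 3 genes passed. In the libraries numbered 50 to 53 alone, 2 per group, 20 genes passed; those numbered 87 and 88 hold 1 library per group and cannot be tested alone. Lep and Angptl4 did not pass in the edgeR fit (adjusted p 0.148 and 0.0963), whereas Cyp1a1 did (adjusted p 0.00596). Over all alternatives the adjusted p ranged from 3.06e-10 to 0.470 for Lep, from 3.98e-14 to 0.470 for Angptl4 and from 3.76e-28 to 0.0771 for Cyp1a1.

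In epididymal fat the diet changed 122 genes, 93 higher and 29 lower, all by at least 2-fold; 1543 genes had an unadjusted p under 0.05. Letters did not pair these libraries: deviations from the group means correlated at -0.296 between libraries of the same letter and at 0.192 between libraries of different letters. By number range the correlations were 0.576 within a range and -0.654 across ranges. With the letter as a replicate block 104 genes passed, 96 of them among the 122; with the number range as a covariate 169 genes passed, including all 122. In the libraries numbered 50 to 53 alone, 2 per group, 31 genes passed, 25 of them among the 122. edgeR on the recovered reads called 29 genes, each among the 122.

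Among the genes higher in epididymal fat on the high fat diet, 85 were eligible to be named. Atp6v0d2 (ENSMUSG00000028238), a subunit of the vacuolar proton pump, rose by 6.97 on the log2 scale (SE 1.14, adjusted p 0.0156), from 36.6 ± 14.6 to 4738 ± 1827 normalized counts (SD, n = 3). Rnf128 (ENSMUSG00000031438) rose by 5.49 (SE 0.978, adjusted p 0.0238), from between 12.3 and 84.3 normalized counts to 1485 ± 668. Gdf3 (ENSMUSG00000030117) rose by 5.66 (adjusted p 0.0491), and passed in 13 of 32 alternatives. Dnmt3aos (ENSMUSG00000073242) was at or under the 3-read floor in the epididymal chow libraries and was at least 40.4-fold higher on the high fat diet (adjusted p 0.0489). It passed in 11 of 31 alternatives. Dnmt3aos is an antisense gene and the use of strand in counting is not stated, so its reads are uncertain. None of Atp6v0d2, Rnf128, Gdf3 and Dnmt3aos passed in the edgeR fit (adjusted p 0.0750, 0.0881, 0.101 and 0.133). Over all alternatives the adjusted p ranged from 3.60e-06 to 0.106, from 3.60e-06 to 0.183, from 3.72e-05 to 0.340 and from 0.000278 to 1.00 for these genes in turn.

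Among the lower genes 28 were eligible. Cyp1a1 fell by 6.84 (SE 0.805, adjusted p 0.00293), from 478 ± 318 to 4.40 ± 5.05 normalized counts, and was listed at 0 in high fat replicate A. Cfd (ENSMUSG00000061780), which encodes the adipocyte protein adipsin, fell by 5.84 (SE 0.461, adjusted p 0.000210), from 50379 ± 8428 to 1161 ± 1109 normalized counts. Cyp2e1 (ENSMUSG00000025479) fell by 5.37 (SE 0.567, adjusted p 0.00215), and Ces1d (ENSMUSG00000056973) fell by 3.50 (SE 0.519, adjusted p 0.00854). Cyp1a1, Cfd and Cyp2e1 passed in all 32 alternatives, and Ces1d in 29 of 32. Fits with a panel score as a covariate are not among these, and with the adipocyte score no gene passed. In mesentery Cfd fell by 1.32, which did not pass (adjusted p 0.657).

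**Figure D3:**
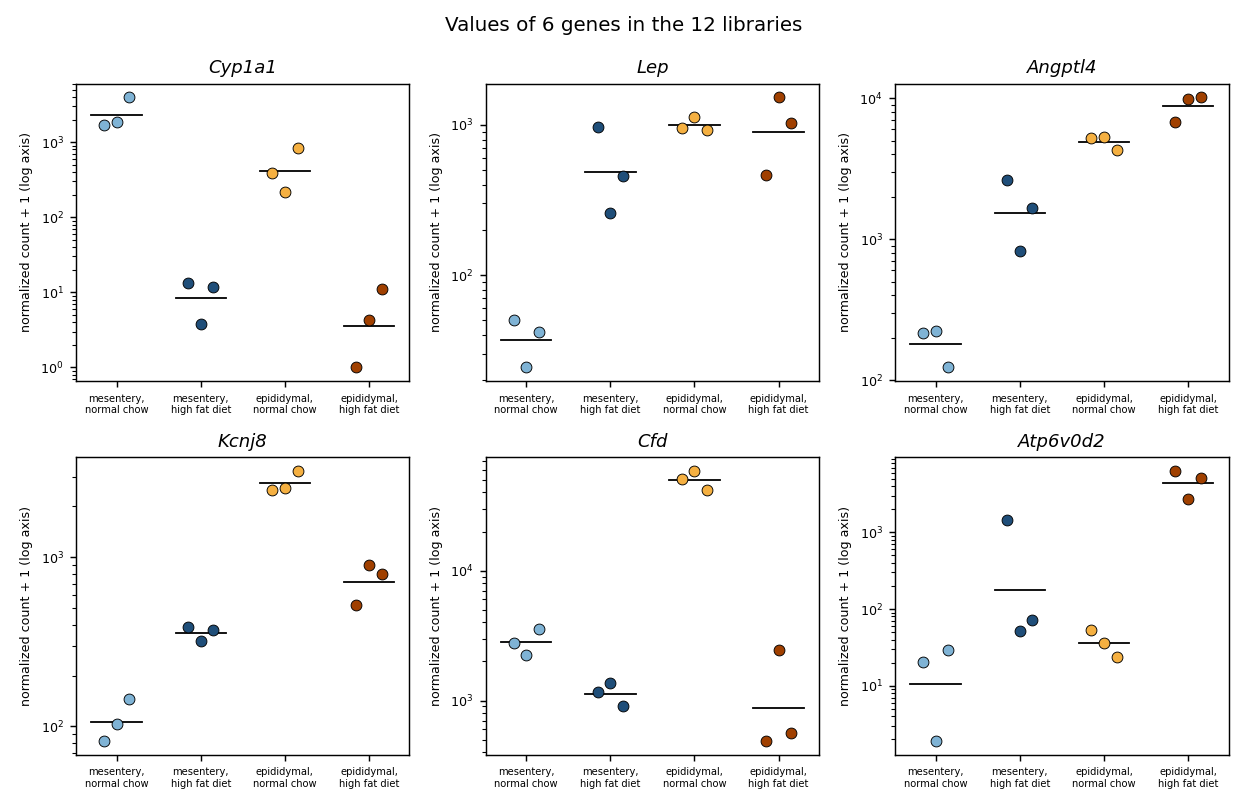
Normalized counts plus 1 (log axis) of Cyp1a1, Lep, Angptl4, Kcnj8, Cfd and Atp6v0d2; each point is a library, 3 per group, and each line is the mean of the log2 values. Cyp1a1 lies at 219 or above in the 6 chow libraries and at 12.2 or below in the 6 high fat libraries.

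Marker panels were used to ask whether the diet changed sets of genes that mark vessel types, processes or other cells. With camera at the preset correlation, 9 of 19 panels passed in mesentery and 11 of 19 in epididymal fat. In mesentery the largest mean changes were +1.87 for macrophages and leukocytes (adjusted p 9.76e-09), +1.52 for MHC class II (adjusted p 0.00209), +1.19 for T and B cells (adjusted p 0.0119), and +1.01 for adipocytes (adjusted p 5.07e-05). The fatty acid handling panel of 18 genes, such as Cd36, Fabp4 and Lpl, rose by 0.59 (adjusted p 5.51e-06), with 15 genes higher and 3 lower. The panels for arterial, capillary and venous endothelium did not pass in mesentery. The pan-endothelial panel fell by 0.13 (adjusted p 0.0256), but rose by 0.0031 when columns were rescaled to the same total, a step that moved the median of all genes to +0.13. In epididymal fat the macrophage and leukocyte panel rose by 2.97 (adjusted p 6.69e-17) and the adipocyte panel fell by 1.92 (adjusted p 1.24e-16). Cell cycle genes rose by 2.23 (adjusted p 4.02e-11), with 12 of 12 genes higher, and the fibroblast panel rose by 1.32 (adjusted p 9.31e-10). The pan-endothelial panel fell by 0.55 (adjusted p 1.57e-09), the capillary panel by 0.42 (adjusted p 0.000196), and the arterial panel by 0.35 (adjusted p 0.000464). The smooth muscle and pericyte panel fell by 0.99 (adjusted p 8.73e-08).

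Set against the spread between libraries, the panels divided as follows. Scores of the diet groups did not overlap for 4 of the 19 panels in mesentery, all among the 9 that passed, namely fatty acid handling, interferon response, adipocyte and red blood cell. In epididymal fat they did not overlap for 7 of the 19, namely the lymphatic panel, which did not pass, and 6 of the 11 that passed: cell cycle, macrophage and leukocyte, mesothelial, fibroblast, smooth muscle and pericyte, and adipocyte. Chance gives no overlap in 10% of panels. The exact permutation p of a single score was 0.1 in these cases, the smallest that 3 against 3 allows. The pan-endothelial, arterial and capillary scores of the diet groups overlapped in both tissues. When camera estimated the correlation among the genes of each panel, none of the panels that had passed did so in either diet contrast; the lowest adjusted p was 0.420 in mesentery and 0.0565 in epididymal fat. With the letter as a replicate block, camera gave adjusted p 3.10e-17 for the macrophage and leukocyte panel and 5.90e-16 for the adipocyte panel in epididymal fat, and each of the panels named here stayed on its side of the threshold. Over all alternatives the adjusted p of these panels ranged from 2.69e-29 to 0.0839 and from 1.64e-19 to 0.0565.

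**Figure D4:**
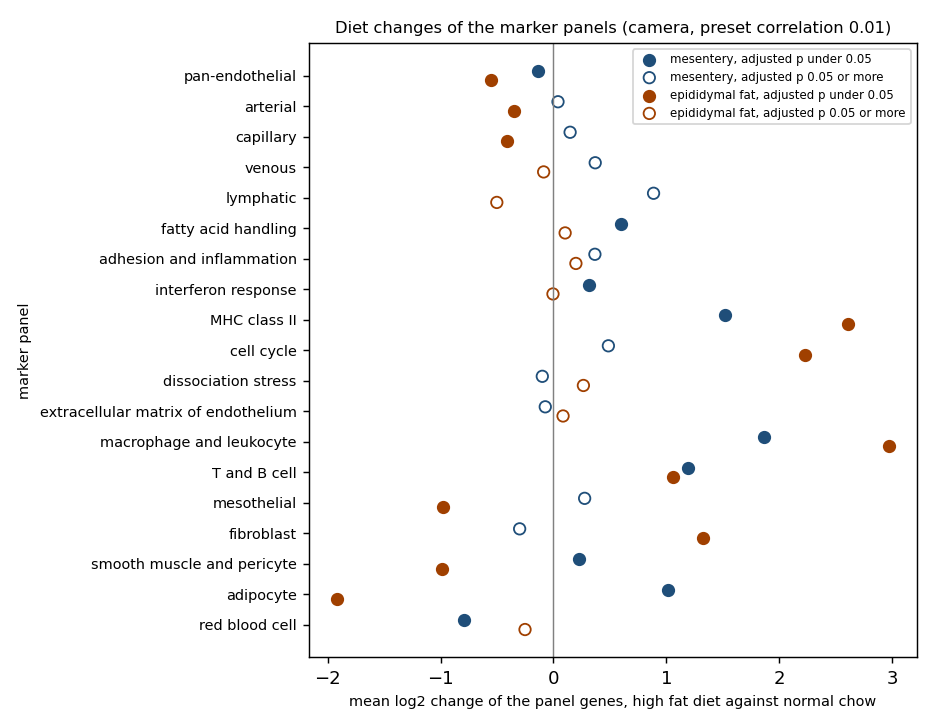
Mean log2 change of the genes of 19 marker panels, high fat diet against normal chow, in mesentery (blue) and epididymal fat (brown); filled points have a camera adjusted p under 0.05 at a preset inter-gene correlation of 0.01. The macrophage and leukocyte panel lies at +1.87 in mesentery and +2.97 in epididymal fat, and the adipocyte panel at +1.01 and -1.92; none of the filled points stays past the threshold when the correlation is estimated.

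The tissues were then compared on each diet. On chow 2843 genes differed, 1627 higher and 1216 lower in epididymal fat. Libraries of the same number deviated together on chow (correlation 0.380, against -0.182 for different numbers), and with the pool number as a replicate block 2816 genes passed, 2532 of them among the 2843. On the high fat diet 1854 genes differed, 1092 higher and 762 lower; same-numbered libraries did not deviate together (correlation -0.039), and 1890 genes passed with the block. The count moved most with array quality weights, to 15123 genes on chow. In the libraries numbered 50 to 53 alone, 4349 genes passed on chow and 2514 on the high fat diet. Rescaling the columns to the same total changed the share of higher genes from 58.9% to 35.3% on the high fat diet and from 57.2% to 67.3% on chow, so the balance of directions depends on the scaling. Genes called on both diets numbered 1205, all with the same direction. Of the rest, 1638 passed only on chow and 649 only on the high fat diet, which is not a test of a difference between diets. Each prewritten panel for another cell type was also higher in epididymal fat on both diets. On chow the mean changes included +5.82 for red blood cells, +3.58 for adipocytes, and +3.43 for smooth muscle and pericytes. The gene counts therefore also reflect RNA of other cells, not only differences between endothelial cells.

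On chow, 1284 higher and 990 lower genes were eligible to be named. C1qtnf3 (ENSMUSG00000058914) was at or under the 3-read floor in all chow mesentery libraries and at least 310-fold higher in epididymal fat (adjusted p 0.000258); Ajap1 (ENSMUSG00000039546) was likewise at least 83.3-fold higher (adjusted p 0.00117). Acsbg1 (ENSMUSG00000032281) was higher by 7.91 on the log2 scale (SE 1.23) and Osr2 (ENSMUSG00000022330) by 7.83 (SE 1.31, adjusted p 0.00166). The spread among epididymal libraries was wide for these genes, for example 1308 ± 1285 normalized counts for C1qtnf3 (SD, n = 3). Which cells these transcripts came from was not tested. The lower genes were the pancreatic transcripts Clps (ENSMUSG00000024225, log2 change -13.73, SE 0.866, adjusted p 9.83e-07) and Amy2a5, Amy2a4 and Amy2a3 (log2 changes -13.66, -13.59 and -13.59). The Amy2a copies are near-identical and their reads cannot be assigned with certainty. Their values were nearly equal in each mesentery library, so the results for the copies may rest on the same reads and are not separate findings. Clps reached 51664 ± 37240 normalized counts in mesentery on chow and 35550 ± 11826 on the high fat diet.

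Whether the diet effect differed between tissues was tested with the interaction. A single gene, Kcnj8 (ENSMUSG00000030247), which encodes a subunit of an ATP-sensitive potassium channel, passed the threshold (log2 change -3.68, SE 0.353, adjusted p 0.00218), and 1047 genes had an unadjusted p under 0.05. Kcnj8 rose in mesentery from 109 ± 31.9 to 357 ± 34.2 normalized counts (adjusted p 0.0505) and fell in epididymal fat from 2778 ± 407 to 738 ± 198 (adjusted p 0.00449; SD, n = 3). The groups did not overlap in either tissue. With the pool number as a replicate block 2 genes passed, and Kcnj8 was among them. The fit on the libraries numbered 50 to 53 gave 11 genes and a log2 change of -3.49 for Kcnj8, and the difference computed from the libraries numbered 87 and 88 was -4.06. At the preset correlation 13 of the 19 panels passed in the interaction. Those with the largest changes were adipocyte (-2.93, adjusted p 1.59e-24), cell cycle (+1.74, adjusted p 0.000105) and fibroblast (+1.62, adjusted p 3.93e-10).

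The overall distance between the tissues was compared between diets as a direct measure of how far they were apart. The root mean square log2 difference between libraries of the same number was 1.79 ± 0.26 on chow and 1.85 ± 0.12 on the high fat diet (SD, n = 3 same-numbered pairs each, called pools here). That such a pair comes from the same mice is assumed. The difference of 0.059 was smaller than the spread between pools (two-sided exact permutation p 0.9, smallest possible 0.1), and its sign changed under several alternatives. The median absolute tissue change across genes went the other way, with 0.68 on chow and 0.56 on the high fat diet. That median was not tested against the spread between pools. Diet changes in the tissues correlated weakly across genes, with Pearson r 0.186 and Spearman rho 0.114; genes are not independent replicates, so no p is given. The correlation was 0.362 among genes with a mean of at least 50. Of the 122 genes called in epididymal fat, 101 (82.8%) changed in the same direction in mesentery, whereas 53.3% of all genes did so. Of the 101, 35 had an unadjusted p under 0.05 in mesentery. Same-numbered chow libraries deviated together, so part of the agreement may arise without a shared diet effect. How often genes chosen in a single tissue would agree without such an effect was not computed.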

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

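Each result here was singled out because the diet effect differed between the tissues by the interaction test. The tests of background reads, GC content and length, and scaling on Kcnj8 were chosen after its result was seen; the covariate tests with cell panels were set before their outcome was known.

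Kcnj8 had an interaction of -3.68 on the log2 scale, rising with the high fat diet in mesentery and falling in epididymal fat. It is a member of the smooth muscle and pericyte panel, so RNA of such cells was tested first: with the score of the other 9 panel genes as a covariate the interaction was -3.57 (adjusted p 0.0296). Those 9 genes were mixed in mesentery, with 5 higher and 4 lower (mean change +0.057), and all 9 were lower in epididymal fat (mean change -0.89), so their interaction was -0.94. Rgs5 and Des rose in mesentery and fell in epididymal fat as Kcnj8 did, with interactions of -2.20 and -1.80 that did not pass (adjusted p 0.285 and 0.414). The panel score averages over such members, so RNA of pericytes alone may still contribute to the change of Kcnj8. With the share of receptor background as a covariate it was -3.68 (adjusted p 0.00308), with GC and length trends removed -3.57 (adjusted p 0.0277; with the pool number as a block as well it did not pass, adjusted p 0.0771), and after quantile normalization -3.59 (adjusted p 0.000165). With the adipocyte score as a covariate it was -2.47 (SE 0.768, against 0.353 without it) and no longer passed (adjusted p 1.00). The adipocyte score itself carries the interaction, with no overlap of its within-pool differences, so the loss of the call was nearly given in advance and the test cannot tell. RNA of adipocytes, or a shared response of the cells that express them, may underlie part of the pattern, and a change of Kcnj8 within endothelial cells cannot be told apart from it. Over 31 alternatives the interaction ranged from -3.96 to -3.44 and the adjusted p from 1.85e-18 to 0.0771. In 1 of 4 splits of the 6 pools that part every same-lettered pair, the real split, at least 1 gene passed; 4 splits cannot give a share under 0.05.

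The other interactions were panel means. Those for other cell types were adipocyte -2.93, fibroblast +1.62, mesothelial -1.25, smooth muscle and pericyte -1.22, and macrophage and leukocyte +1.10. Those for vessel types were lymphatic -1.39, capillary -0.56, venous -0.46, pan-endothelial -0.42 and arterial -0.39. Those for processes were cell cycle +1.74, fatty acid handling -0.49 and interferon response -0.32. The median of all genes in the interaction was +0.11 as deposited and -0.16 after rescaling to the same total, so the smaller panel changes are relative to a shift of similar size. The genes of a panel move together across libraries. With the correlation estimated for each panel only 2 of the 13 panels passed, adipocyte (adjusted p 0.0265) and fibroblast (adjusted p 0.0465). Correlated genes may therefore account for the small p-values of the other 11. Within-pool tissue differences of the adipocyte score lay between 3.27 and 3.96 on chow and between -0.41 and 1.78 on the high fat diet. Those of the fibroblast score lay between 1.53 and 2.80 on chow and between 3.59 and 4.28 on the high fat diet. No overlap was also seen for the capillary score (0.608 to 0.611 on chow, -0.652 to 0.508 on the high fat diet) and the fatty acid handling score (1.46 to 1.60 on chow, 0.354 to 1.42 on the high fat diet). The other 9 of the 13 panels overlapped, and so did every prewritten panel outside the 13. Of the panels written after the data were seen, only that of lipid-associated macrophage genes did not overlap. Its differences lay between 0.62 and 1.88 on chow and between 2.39 and 3.60 on the high fat diet, with an interaction of +1.89. Chance gives no overlap in 10% of panels. The 13 were chosen by a test on the same libraries, so that rate is no reference for them. With background as a covariate, at the preset correlation, 12 of the 13 panels passed, interferon response being the exception.

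Dilution of endothelial RNA by RNA of other cells was tested on the arterial, capillary, venous, lymphatic, fatty acid and interferon panels. With the pan-endothelial score as a covariate 1 of these 6 panels still passed, lymphatic (mean change -1.93, adjusted p 0.00152). The arterial, capillary, fatty acid and interferon changes moved toward 0 in that fit, to -0.11, -0.18, -0.27 and +0.02, so dilution may explain part of them. The venous change went from -0.46 to -0.61 and lost only its p (adjusted p 0.0722), and the lymphatic change also grew, so dilution is not shown for these panels. The cell cycle interaction was +1.17 with the macrophage and leukocyte score as a covariate (adjusted p 0.00361), so that score accounts for part of it at most. Its adjusted p with an estimated correlation was 0.320. No panel interaction is put forward as a property of endothelial cells, since RNA of other cells and correlated genes remain as explanations.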

How the results depend on the processing

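Counts of genes were recomputed under up to 32 alternatives per contrast and called unchanged within 1.5 times. This held for 16 of 32 alternatives for diet in mesentery, 18 of 32 for diet in epididymal fat, 24 of 32 for tissue on chow, 22 of 32 for tissue on the high fat diet and 18 of 31 for the interaction. Pseudocounts of 0.1 and 5, no filter, and rescaling of columns to the same total or to a median ratio of 1 left all 5 counts within that range. Unless said otherwise, the cause of a change was not tested.

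In the order diet in mesentery, diet in epididymal fat, tissue on chow, tissue on the high fat diet and interaction, the main counts were 3, 122, 2843, 1854 and 1. Array quality weights gave 1489, 2340, 15123, 4581 and 742; weights estimated gene by gene gave 56, 939, 9357, 4054 and 154. The first set gave mesentery replicate A on chow a weight of 38.0; whether that weight raised the counts was not tested, and the second set, with a highest weight of 4.04, raised them too. DESeq2 gave 150, 563, 3927, 2931 and 130; in simulated data 34.1% and 35.9% of its calls were false. edgeR gave 1, 29, 1984, 1021 and 1. The libraries numbered 50 to 53 alone gave 20, 31, 4349, 2514 and 11. Removal of GC and length trends gave 1, 27, 1576, 850 and 1, and together with the replicate block 1, 11, 1730, 1032 and 0, the last with 929 genes at an unadjusted p under 0.05. With the trends fitted on genes with a mean of at least 100 the counts were 3, 196, 3049, 2184 and 1. The loss thus depended on weak genes in the fit of the trend. The receptor background as a covariate gave 246 for diet in epididymal fat, 3314 for tissue on the high fat diet and 6 for the interaction. Quantile normalization gave 7 for diet in mesentery, 264 for diet in epididymal fat and 10 for the interaction. A mean of at least 50 gave 7 for diet in mesentery and 3 for the interaction. Robust eBayes gave 7 and the fit on the compared groups alone gave 1 for diet in mesentery. For the interaction the latter is the same fit and was not run.

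The share of higher genes for diet in epididymal fat was 76.2% as deposited, 63.8% after rescaling to the same total and 62.5% after quantile normalization; after removal of GC and length trends 17 of 27 genes were higher. It turned to a minority in the libraries numbered 50 to 53 (15 higher, 16 lower, 48.4%), without high fat replicate C (10 higher, 13 lower, 43.5%) and with the block and the trends removed (3 higher, 8 lower, 27.3%), so the balance of directions is not stable. For diet in mesentery it was 66.7% as deposited and 85.7% after quantile normalization. For tissue on the high fat diet it was 58.9% and fell to 35.3% after rescaling to the same total, and for tissue on chow it was 57.2% and rose to 67.3%.

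With the title letter as a replicate block, diet in mesentery gave 4 genes; deviations of same-lettered libraries correlated at 0.0045, so the letters did not pair them. The interaction gave 2 genes with the pool number as a replicate block. Across the 12 fits that each left out a library, counts ranged from 1 to 37 for diet in mesentery, 23 to 176 for diet in epididymal fat, 1516 to 3278 for tissue on chow, 728 to 2508 for tissue on the high fat diet, and 1 to 20 for the interaction. The lowest count for diet in epididymal fat came without high fat replicate C, the library with the most reads, and all 23 genes were among the 122.

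The difference in distance between tissues was negative with a pseudocount of 0.1 (-0.0024), a mean of at least 50 (-0.087), the libraries numbered 50 to 53 (-0.137) and genes outside other cell types with a mean of at least 500 (-0.023). Its largest value was 0.308, on the 500 genes of largest variance (4.69 on chow, 5.00 on the high fat diet, exact permutation p 0.9). The difference ranged from -0.068 to 0.190 across the fits that each left out a library, and its lowest exact permutation p over all alternatives was 0.3. The correlation of diet effects ranged from -0.011 to 0.349 across those fits, was 0.362 for genes with a mean of at least 50 and 0.320 for the libraries numbered 50 to 53.

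Some panel means changed sign. In mesentery, the pan-endothelial panel was at 0.0031 after rescaling to the same total. The arterial panel was at -0.026 without chow replicate C, -0.056 in the libraries numbered 50 to 53, and -0.020 with GC and length trends removed, with or without the block. The capillary panel was at -0.035 in the libraries numbered 50 to 53. Across the 6 mesentery fits that each left out a library, the arterial panel ranged from -0.026 to 0.087 and the T and B cell panel from -0.237 to 2.12. The smooth muscle and pericyte panel ranged from -0.251 to 0.652. Without a change of sign, the venous panel ranged from 0.040 to 0.928 and the MHC class II panel from 0.610 to 2.04. Each of these kept its main result in 5 of the 6 fits. Without high fat replicate C the T and B cell panel was at -0.237 and the smooth muscle and pericyte panel at -0.251; the latter was at -0.110 with array weights and -0.026 with gene-by-gene weights. In epididymal fat, the venous panel ranged from -0.217 to 0.027 across such fits, the highest without chow replicate B. In the libraries numbered 50 to 53 it passed, at -0.156 (adjusted p 0.0198). Without a change of sign, the capillary panel ranged from -0.614 to -0.177 and the arterial panel from -0.531 to -0.201. Each of these kept its call in 5 of 6 fits. Fatty acid handling was at -0.038 after rescaling to the same total and -0.044 after quantile normalization. The median of all genes moved too: for diet in epididymal fat it went from +0.095 to -0.040 after rescaling to the same total and to -0.058 after quantile normalization, and for diet in mesentery from -0.0023 to +0.126 after rescaling to the same total. The sign changes after scaling are of similar size to these shifts. No named gene changed sign. edgeR took 7 of the 20 named results past the threshold to the other side. Of the 25 panel results followed, 20 had passed, 9 in mesentery and 11 in epididymal fat. The estimated correlation took all 20 of them to the other side.

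Depth limits the low end: 3 reads correspond to up to 4.16 normalized counts in the mesentery and 3.37 in the epididymal libraries on the high fat diet, so Cyp1a1 there lies near what the reads can show.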

Other observations

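The tests of sequencing depth, of pancreas genes and of the receptor targets beside Cyp1a1 were chosen after the patterns were seen, as were the background, GC and scaling tests on Cyp1a1; the others were set before their outcome was known.

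Other splits of the libraries were tried for every count of genes. Splits that part all 3 same-lettered or same-numbered pairs keep the pairing of the real one. They are 4 of the 10 splits of 6 libraries or pools into 3 and 3. For each of the 5 contrasts 1 of these 4 splits gave as many genes, the real one, and the other 3 gave none. A share under 0.05 is out of reach with 4 splits, and the smallest share of 10 is 0.1. Same-lettered libraries in both diet contrasts and same-numbered libraries on the high fat diet did not deviate together, so there all 10 splits compare. Among all 10 splits, 2 gave at least as many genes for diet in mesentery: the other gave 18 genes, more than the 3 of the diet. The count in mesentery thus does not stand out. In the other contrasts only the real split gave as many. For tissue on chow the largest other split gave 350 genes, against 2843. Each of these splits has both libraries of the higher number range on the same side (87 and 88 in mesentery, the pair numbered 87 on chow), but the other splits of that kind gave none, in these and in the other contrasts, so the number range is not shown to be the reason.

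Genes higher on the high fat diet in epididymal fat may come from leukocytes that were sorted along with endothelial cells. Within groups, the median correlation of the 93 genes with the macrophage and leukocyte score was 0.467, above all 10000 random lists (percentile 100, highest list 0.115). None of the 93 belongs to the panel. With the score as a covariate all 93 genes had the same direction, and the median change went from 2.01 to 1.64. None of the 93 passed, but only 1 of all tested genes did in that fit, because the score itself separates the diets, so that count carries no information. A panel of lipid-associated macrophage genes, written after the data were seen, rose by 3.14 in epididymal fat, with 14 of 14 genes higher. Leukocyte RNA is consistent with this pattern. Uptake or expression of the same genes by endothelial cells was not tested and cannot be told apart from it.

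Genes lower on the high fat diet in epididymal fat may reflect less RNA from adipocytes. For 25 such genes outside the adipocyte panel, the median within-group correlation with the adipocyte score was 0.348, at percentile 99.84 of 10000 random lists. With the score as a covariate 22 of the 25 had the same direction and the median change went from -1.94 to -1.21. No gene at all passed in that fit, so the absence of these 25 carries no information. In mesentery the adipocyte panel rose, and Lep, an adipocyte hormone gene called there, is a member of it.

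Cyp1a1 separated the diets in all 12 libraries. A candidate explanation is lower activity of the aryl hydrocarbon receptor, which drives Cyp1a1 and which components of plant-based chow can activate. The other 5 tested targets showed no fall as a set: their mean change was at percentile 62.9 of 10000 random lists, with 2 genes lower and 3 higher. A mean over 5 genes depends on noisy members, such as Ugt1a6a at +0.51 in mesentery and +0.97 in epididymal fat (SE 1.86 each). The set therefore cannot decide whether receptor activity was lower. The mean change of Cyp1a1 over both tissues was -7.48 with background as a covariate, -7.60 with GC and length trends removed, and -7.43 after quantile normalization, and it passed in both tissues each time. With the leukocyte score as a covariate it was -7.89, larger in both tissues (-8.43 and -7.35, against -8.11 and -6.84 without it). With the adipocyte score it was -7.04, with -9.07 in mesentery and -5.01 in epididymal fat. The leukocyte panel rose in both tissues and the adipocyte panel rose in mesentery, so more RNA of these cells is not a source of the fall there. Only in epididymal fat, where the adipocyte panel fell, did the change shrink. The fits with these scores left Cyp1a1 short of the threshold in epididymal fat (adjusted p 0.148 and 1.00), and that with the adipocyte score also in mesentery (adjusted p 0.0893). In epididymal fat they called 1 and 0 of all genes, so the loss of the call there carries no information. Why the remaining targets showed no common direction was not tested. A panel of lipid synthesis genes, written after the data were seen, fell by 0.77 in mesentery and 1.55 in epididymal fat, with all 10 genes lower in each tissue.

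Pancreas transcripts in mesentery libraries may come from pancreas tissue dissected with the mesentery. Of 23 acinar and islet genes from a list that leaves out the amylase and colipase genes named above, 17 were higher in every mesentery library than in every epididymal library, where chance gives 0.108% per gene. Their summed share was 1912 to 7871 cpm in mesentery and 18.5 to 58.8 in epididymal fat. Whether the RNA entered as cells or as free RNA was not tested.

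The epididymal libraries numbered 87 and 88 had reads on nearly all receptor genes, 694 and 693 of 694. Lower or higher depth is not the reason: at an equal depth of 8348897 reads, libraries numbered 87 and 88 still had 2290 more genes with a read on average than the others. This average is carried by epididymal fat, with 27436 and 27597 genes against 22042 to 25033 in its other libraries. In mesentery the libraries numbered 87 and 88 had 25478 and 23782 genes, and those numbered 50, 51, 52 and 53 had 25127, 21897, 23548 and 25575, so the ranges overlapped. Deviations of mesentery libraries likewise did not follow the number range (correlation 0.0092 within a range, -0.0146 across ranges). Receptor genes had a median coefficient of 2.15 on the log2 scale for the number range, above all 10000 random lists. If the reads came from genomic DNA or another even background, they could rise with gene length. For 693 receptor genes with a known length, cpm was averaged over the libraries numbered 87 and 88. Spearman rho of this average with exonic length was 0.147. Within single libraries rho was 0.198 and 0.239 in the epididymal libraries of these numbers and 0.0339 and 0.0640 in the mesentery libraries. In the libraries numbered 50 to 53 it lay between 0.0588 and 0.187. This leaves the source open. No biological explanation was tested, since no group follows the number range.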
